# CD44 Contributes to the Regulation of MDR1 Protein and Doxorubicin Chemoresistance in Osteosarcoma

**DOI:** 10.3390/ijms23158616

**Published:** 2022-08-03

**Authors:** Monserrat Gerardo-Ramírez, Friederike L. Keggenhoff, Vanessa Giam, Diana Becker, Marco Groth, Nils Hartmann, Beate K. Straub, Helen Morrison, Peter R. Galle, Jens U. Marquardt, Peter Herrlich, Monika Hartmann

**Keywords:** CD44, MDR1, bone tumors, osteosarcoma, hyaluronic acid, proteolytic cleavage

## Abstract

Osteosarcoma is the most common type of pediatric bone tumor. Despite great advances in chemotherapy during the past decades, the survival rates of osteosarcoma patients remain unsatisfactory. Drug resistance is one of the main reasons, leading to treatment failure and poor prognosis. Previous reports correlated expression of cluster of differentiation 44 (CD44) with drug resistance and poor survival of osteosarcoma patients, however the underlying mechanisms are poorly defined. Here, we investigated the role of CD44 in the regulation of drug chemoresistance, using osteosarcoma cells isolated from mice carrying a mutation of the tumor suppressor neurofibromatosis type 2 (*Nf2*) gene. CD44 expression was knocked-down in the cells using CRISPR/Cas9 approach. Subsequently, CD44 isoforms and mutants were re-introduced to investigate CD44-dependent processes. Sensitivity to doxorubicin was analyzed in the osteosarcoma cells with modified CD44 expression by immunoblot, colony formation- and WST-1 assay. To dissect the molecular alterations induced by deletion of *Cd44*, RNA sequencing was performed on *Cd44*-positive and *Cd44*-negative primary osteosarcoma tissues isolated from *Nf2*-mutant mice. Subsequently, expression of candidate genes was evaluated by quantitative reverse transcription PCR (qRT-PCR). Our results indicate that CD44 increases the resistance of osteosarcoma cells to doxorubicin by up-regulating the levels of multidrug resistance (MDR) 1 protein expression, and suggest the role of proteolytically released CD44 intracellular domain, and hyaluronan interactions in this process. Moreover, high throughput sequencing analysis identified differential regulation of several apoptosis-related genes in *Cd44*-positive and -negative primary osteosarcomas, including p53 apoptosis effector related to PMP-22 (*Perp*). Deletion of *Cd44* in osteosarcoma cells led to doxorubicin-dependent p53 activation and a profound increase in *Perp* mRNA expression. Overall, our results suggest that CD44 might be an important regulator of drug resistance and suggest that targeting CD44 can sensitize osteosarcoma to standard chemotherapy.

## 1. Introduction

Osteosarcoma is the most frequent primary malignant bone tumor that predominantly occurs in children and adolescents [1]. Conventional osteosarcoma treatment protocols include neoadjuvant chemotherapy, surgery and adjuvant chemotherapy [2]. Doxorubicin, cisplatin and methotrexate are the most commonly used chemotherapy drugs in the treatment of osteosarcoma [3]. Unfortunately, more than 35% of osteosarcoma patients do not respond to chemotherapy treatments, with a 5-year survival rate at only 5–20% [1,4]. Despite great advances in chemotherapy protocols during the past decades, the survival rates of osteosarcoma patients with recurrent or metastatic disease remain unsatisfactory. Therefore, elucidating mechanisms of resistance is highly desirable in order to sensitize osteosarcoma to chemotherapy and improve patients’ survival.

Cancer cells can achieve therapy resistance by many different mechanisms, depending on the agent and its cellular target. Chemotherapy resistance in osteosarcoma can be linked to mutations in the drug target, alterations in drug metabolism, inhibition of cell death, DNA damage repair mechanisms, changes in signal transduction, the tumor microenvironment or immunity [5]. Frequently, these mechanisms render tumor cells not only resistant to a specific drug, but also to a wide range of structurally unrelated drugs. This is called multidrug resistance (MDR) [5].

Overexpression of members of the ATP-binding cassette (ABC) family of efflux transporters is a common mechanism of multidrug resistance in cancer cells [5]. The ABC family members transport diverse substrates (e.g., ions, amino acids, peptides, lipids, sugars and xenobiotic) across the cellular membranes using ATPase transporter [6]. Four members of ABC family have been shown to contribute to multidrug resistance in osteosarcoma, including MDR1 (also called P-glycoprotein, P-gp or ABCB1), multidrug resistance-associated protein 1 and 2 (MRP1/ABCC1 and MRP2/ABCC2), and breast cancer resistance protein (BCRP/ABCG2) [5]. In particular, high levels of MDR1 were correlated with resistance to doxorubicin [7] and poor relapse-free and overall survival in osteosarcoma [8,9,10].

Expression of cluster of differentiation 44 (CD44) has been implicated in drug resistance, although the direct mechanism of action in osteosarcoma remains unclear [11,12,13,14,15,16,17]. This prompted us to investigate the relative contribution of CD44-dependent pathways to chemoresistance in osteosarcoma cells. CD44 is a group of type I transmembrane glycoproteins encoded by a single gene, which undergoes alternative splicing leading to multiple protein isoforms. The extracellular domain of CD44 serves as a platform for interactions with multiple binding partners, including components of the extracellular matrix, growth factors, matrix metalloproteinases and osteopontin [18]. Insertion of sequences encoded by the alternatively spliced variant exons of CD44, and extensive glycosylation of the ectodomain, contribute to structural and functional diversity of CD44 proteins [19]. The ectodomain of CD44 is followed by the transmembrane region—implicated in protein dimerization—and by a short cytoplasmic domain [20]. The intracellular domain of CD44 (CD44ICD) interacts with proteins such as ankyrin and so-called ERM (ezrin, radixin, moesin) proteins that link CD44 to spectrin and actin cytoskeleton, respectively [18]. The tumor suppressor protein, Merlin (encoded by the neurofibromatosis type 2 gene, *NF2*), which is related to the ERM family, competes with ERM proteins for the same binding site within the cytoplasmic domain of CD44 [21]. The interactions of CD44 with its intracellular binding partners are regulated via phosphorylation, which in turn depends on growth conditions [18]. Specifically, in growth promoting conditions, CD44 forms a complex with ERM proteins and receptor tyrosine kinases, including c-Met, to promote mitogenic signaling, while the interaction of CD44 with Merlin occurs upon growth arrest [21,22]. CD44 co-receptor function is attributed to certain CD44 isoforms containing sequences encoded by variable exons v3 and v6 [18]. In addition, it is probable that all CD44 isoforms undergo sequential proteolytic cleavages, which may influence cellular signaling, independent of receptor tyrosine kinases. In the first step, the ectodomain of CD44 is cleaved off by metalloproteinases. The second intramembranous cleavage by γ-secretase results in the release of CD44ICD for signal transduction [20,23,24,25]. Increased levels of CD44 are associated with invasive properties of tumor cells and predict a poor prognosis in diverse cancer subtypes [26,27,28,29,30,31,32]. There are contradictory reports concerning the function of CD44 in osteosarcoma; however, most studies correlated CD44 expression with drug resistance, recurrence, higher potential of metastasis and poor survival [33,34,35,36]. In particular, expression of CD44 was correlated with resistance of human osteosarcoma cells to doxorubicin treatment, but the underlying mechanisms remain unclear [34,37]. The interaction partner of CD44, Merlin, was also implicated in osteosarcoma. Deletion of the *Nf2* gene, encoding Merlin, leads to the generation of highly metastatic osteosarcoma tumors in mice [38]. The role of *NF2* in the pathogenesis of human osteosarcoma is less well described. *NF2* mutations were identified in single human patients; however, comprehensive studies providing frequencies of *NF2* gene mutations in human osteosarcoma patients are missing [39]. Nevertheless, a broad meta-analysis study demonstrated that *NF2* expression is downregulated in a large panel of human osteosarcomas, which is compatible with its function as a tumor suppressor in this tumor type [40,41]. *NF2* downregulation could be due to either mutations or transcriptional inactivation [40]. Absence of the *Cd44* gene prevents osteosarcoma metastasis in mice with a mutation of the tumor suppressor gene *Tp53* [42] and, as we have shown recently, *Nf2* [38]. In the current study, we applied osteosarcoma tissues and cells isolated from mice with a mutation of the *Nf2* gene, to evaluate the function of CD44 in the resistance to chemotherapy. Our results show that CD44 contributes to multidrug resistance in osteosarcoma by upregulation of MDR1 protein expression, and inhibition of genes belonging to the p53 pathway.

## 2. Results

In order to study the relevance of CD44 in mediating chemoresistance, we previously isolated osteosarcoma cells from mice that developed endogenous osteosarcoma, due to a mutation of the tumor suppressor gene *Nf2* [38]. To enable the analysis of CD44-dependent processes in genetically comparable tumor backgrounds, *Cd44* was deleted in *Nf2*-deficient osteosarcoma cells, using the CRISPR/Cas9 approach [38]. Our results show that *Cd44*-positive cells were more resistant to doxorubicin treatment than the *Cd44*-negative cells (IC50 of 1.224 versus 0.7523 µM, respectively, *p* = 0.000793) (Figure 1A). We also measured doxorubicin sensitivity in three-dimensional cell culture, which was shown to better mimic the drug sensitivity/resistance behavior of cancer cells found in solid tumors in vivo, than the conventional two-dimensional monolayer conditions (reviewed by Weiswald et al. [1]). Osteosarcoma cells grown under nonadherent conditions formed one single spherical colony per well of a 96-well plate. Doxorubicin-treated *Cd44*-positive osteosarcoma cells formed significantly larger colonies than their *Cd44*-negative counterparts, independent of medium supplementation with serum. The size of *Cd44*-positive and *Cd44*–negative colonies was not significantly different in the absence of doxorubicin (Figure 1B–F).

Moreover, the protein level of MDR1 was significantly reduced in *Cd44*-minus cells, compared to *Cd44*-plus cells, and correlated with higher level of the apoptotic marker cleaved PARP1 (Figure 2). The levels of MDR1 protein could be reconstituted in *Cd44*-negative osteosarcoma cells by re-introduction of the smallest isoform of CD44- the so-called standard isoform (CD44s), suggesting that this isoform was sufficient to confer doxorubicin resistance in osteosarcoma cells (Figure 2A,C). Correspondingly, doxorubicin-treated cells expressing CD44s released low levels of cleaved PARP1, which were comparable to the levels in *Cd44*+/+ cells, expressing wild-type CD44 (Figure 2B,C).

CD44 serves as a major receptor for hyaluronic acid (HA). Binding of CD44 to HA plays an important role in cell adhesion and signaling [43]. To test involvement of the CD44-HA interaction in chemoresistance, we generated a mutant of CD44 that is unable to bind HA [44]. Re-introduction of this HA-binding deficient mutant, CD44s-R78S-Y79F into *Cd44*−/− cells was not sufficient to reconstitute MDR1 protein levels in those cells (Figure 3A,C). Consistently, cells expressing CD44s-R78S-Y79F mutant released similar levels of cleaved PARP1 as the *Cd44*-deficient cells (Figure 3B,C), suggesting that an intact HA-binding site of CD44 is indispensable for conferring doxorubicin chemoresistance.

Our experiments involving cells with manipulated CD44 expression indicate that CD44 may regulate MDR1 function by changing its expression, either on the transcriptional or protein level. The intracellular domain of CD44 (CD44ICD), which is released by proteolytic cleavage, can act as transcriptional co-activator, and could potentially activate MDR1 gene expression [24,45]. In particular, it has been demonstrated that CD44ICD potentiates transcription of genes containing consensus sequence 5′-CCTGCG-3′, known as the CD44ICD response element (CIRE) [45], or pseudo-palindromic DNA sequence 5′-TGAC/GTCA-3′, known as the 12-O-tetradecanoylphorbol-13-acetate response element (TRE) [24,46]. MDR1 protein is encoded by *ABCB1* in humans and *Abcb1a* and *Abcb1b* genes in mice [4].

Analysis of the highly similar mouse *Abcb1a* and *Abcb1b* genes revealed presence of the TRE consensus sequences 5′-TGAGTCA-3′ and 5′-TGACTCA-3′ (respectively) in their promoter regions (see Methods), providing structural basis for the regulation by CD44ICD. Moreover, deletion of CD44 in osteosarcoma cells led to significantly reduced *Abcb1b* mRNA levels (Figure 4A). Interestingly, re-introduction into *Cd44*-negative cells of the CD44ICD, mimicking proteolytic cleavage product, could partially reconstitute the expression of *Abcb1b* (Figure 4A). Thus, we hypothesized that CD44ICD released during proteolytic cleavage potentiates *Abcb1b* transcription.

Consistently with the above observations, overexpression of CD44ICD in *Cd44*-negative osteosarcoma cells could partially re-establish the protein levels of MDR1 and significantly reduced the doxorubicin-induced levels of the apoptotic marker cleaved PARP1 (Figure 4B,D,F).

To further test the involvement of CD44 proteolytic cleavage in the regulation of MDR1 expression and doxorubicin chemoresistance, we blocked metalloproteinases using the specific inhibitor batimastat. We previously demonstrated that batimastat prevents CD44 ectodomain cleavage and subsequent release of CD44ICD [20,25]. We compared doxorubicin-treated osteosarcoma cells with or without addition of batimastat (Figure 4C,E,G). Batimastat partially reduced the level of MDR1 in *Cd44*-positive cells but had no effect on the already low level of MDR1 in *Cd44*-negative cells (Figure 4C,G). Inhibition of MDR1 expression in *Cd44*-positive cells was correlated with increased level of the apoptotic marker cleaved PARP1 (Figure 4E,G, compare line 3 and 5). The batimastat-dependent inhibition of MDR1 expression in *Cd44*-positive cells was only partial, suggesting that additional cleavage-independent mechanisms are also involved in the regulation of MDR1. Moreover, these results are compatible with other observations suggesting that CD44ICD potentiates transcription of target genes, but is not sufficient to induce their expression alone [24,45,47,48].

Altogether, our results suggest that CD44 contributes to doxorubicin chemoresistance in osteosarcoma cells by regulating MDR1 expression and function. To test if CD44 regulates additional processes that may be involved in chemoresistance regulation, RNA sequencing was performed on *Cd44*-positive and *Cd44*-negative primary osteosarcoma tissues isolated from *Nf2*-mutant mice described previously [38]. 

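The RNA came from primary osteosarcomas of 6 mice, 3 of them *Cd44*+/+ (mice No244, No316 and No368) and 3 *Cd44*−/− (mice No203, No279 and No364), all carrying the *Nf2* mutation. mRNA was made into stranded libraries, which were sequenced from one end on lanes that the counts do not separate. The authors aligned the reads to the GRCm38 mouse genome with HISAT2, counted them on Ensembl genes with featureCounts and deposited the raw counts, without normalization, for 39179 genes. The text does not name the strand setting of the counting, so counts of genes that overlap another gene are uncertain. The total count was 21093300 in No244, 21906828 in No316 and 18076388 in No368, and 22676640 in No203, 24552557 in No279 and 26954142 in No364. The mean over the tumors was 22.5 mio counted reads, and the paper's reported average is 24 mio sequenced reads. The values here use the counted reads. Mitochondrial genes took 55.2% of the counts in No244 and from 5.94% to 12.5% in the other tumors.

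The counts of the *Cd44*+/+ tumors No316 and No368 were nearly proportional to each other. For 86.3% of the 16671 genes with at least 20 counts in the pair, the counts differed by less than the sampling noise, taken as the 95% range of the binomial distribution. In the other 14 pairs of tumors, between 76.9% and 84.8% of the genes lay outside that range. A chi-square test over all genes still found a difference within the pair. The genes outside the range made up 10.2% of the protein-coding genes and 44.8% of the pseudogenes. No316 and No368 were therefore counted as 1 sample in each mean ± SD, which leaves 2 independent *Cd44*+/+ samples, while the fits across all genes used the 6 libraries as deposited unless stated otherwise.

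Counts were normalized with the TMM method of edgeR and are given as normalized counts (CPM, scaled to the effective library size). Genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment on the 16839 genes that passed its low-count filter. The biological coefficient of variation in this fit was 0.708, so the level of a typical gene varied widely between tumors of one genotype. The targeted gene itself, *Cd44* (ENSMUSG00000005087, chromosome 2 of GRCm38 from 102811141 to 102901665, minus strand), was lower in each *Cd44*−/− tumor than in each *Cd44*+/+ tumor. It reached 137.3, 243.6 and 240.3 CPM in No244, No316 and No368, and 19.2, 15.7 and 61.8 in No203, No279 and No364. The means were 189.6 ± 74.0 (SD, n = 2) and 32.2 ± 25.6 (SD, n = 3). The log2 fold change was -2.68 (standard error 0.65, adjusted p = 0.452 from edgeR's quasi-likelihood test). The Wald test of DESeq2 with its defaults called *Cd44* (adjusted p = 0.0145). It did not with No316 and No368 summed (adjusted p = 0.178), a setting chosen after the counts had been examined. The annotation lists 1 gene that overlaps *Cd44*.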

Three samples of each group were analyzed. *Cd44*+/+ and *Cd44*−/− primary osteosarcomas clearly segregated from one another based on their RNA expression profiles (Figure 5A,B). 

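Values of all 25317 genes with a total count over 1 were transformed with the rlog function of DESeq2, as in the paper. Genotype accounted for 24.6% of the total sum of squares between tumors. Of the 10 splits of the 6 tumors into 3 and 3, 2 gave a share at least as large, the real split included (exact permutation p = 0.2). The smallest possible p is 0.1, and the splits take No316 and No368 as separate samples, so this test could not have shown a separation at the 0.05 level. Principal component 1 held 55.8% of the variance and set No364 apart, with a score of -235.1 against scores from 17.5 to 60.7 in the other tumors. The *Cd44*−/− tumors scored below the *Cd44*+/+ tumors on this component, but No203 (45.8) lay close to No244 (51.4). On the components numbered 2 to 5, with 21.6%, 12.9%, 8.19% and 1.56% of the variance, the genotypes overlapped.

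In hierarchical clustering on 1 minus the Pearson correlation with average linkage, No316 and No368 joined first. They were joined next by the *Cd44*−/− tumor No203, then by the *Cd44*−/− tumor No279 and only then by the *Cd44*+/+ tumor No244, and No364 joined last. The split into 2 clusters thus parted No364 from all other tumors, with an adjusted Rand index to genotype of 0. Correlations ranged from 0.963 to 0.996 within *Cd44*+/+ tumors, from 0.904 to 0.964 within *Cd44*−/− tumors and from 0.890 to 0.977 between genotypes. The 500 most variable genes, a log2 transformation of CPM and the vst transformation gave the same index. Any split that parts a single tumor from the rest gives this index, so it does not show how the other tumors group. From its plot of components 1 and 4 and its clustered heatmap, the paper states that the genotypes segregated (Figure 5A,B).

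**Figure D1:**
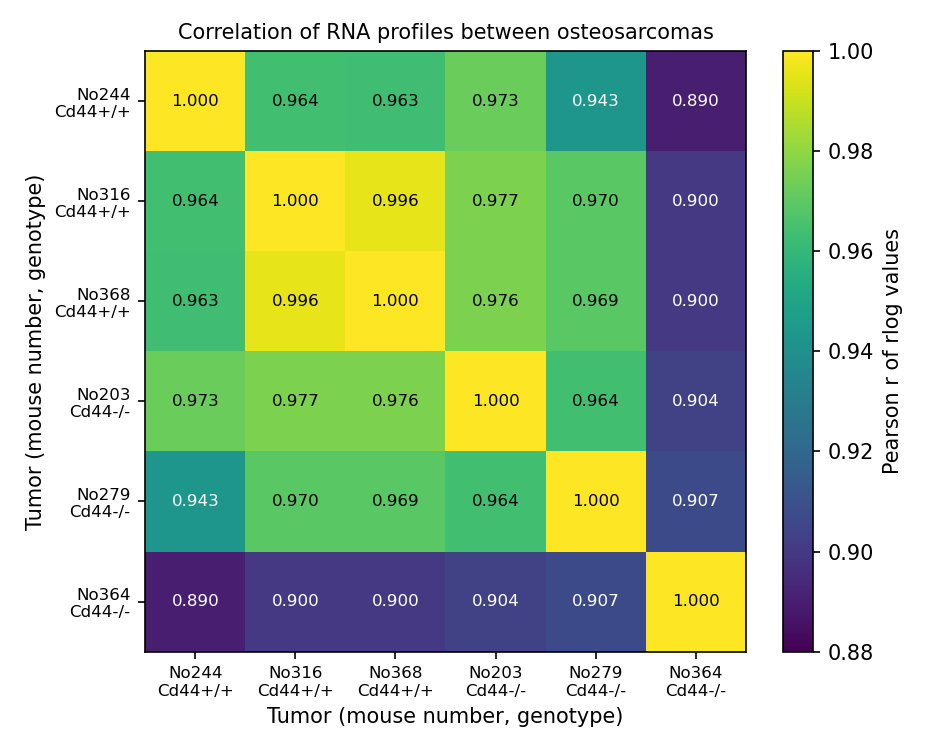
Pearson correlation of rlog values between the 6 osteosarcomas. Both axes list the tumors by mouse number and genotype, and the colour gives r. No316 and No368 correlate at 0.996, and No364 correlates with the other tumors at 0.890 to 0.907.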

A total of 1592 genes were differentially expressed between *Cd44*-positive and *Cd44*-negative osteosarcomas. 

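With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of the 16839 genes tested had an adjusted p-value under 0.05, and the smallest adjusted p was 0.452. At an unadjusted p under 0.05 there were 1810 genes, 1085 higher and 725 lower in *Cd44*−/− tumors, where 5% of the genes tested would be 842. The values of the 3 *Cd44*−/− libraries all lay above those of the 3 *Cd44*+/+ libraries for 1598 genes and all below for 1611 genes. These are 19.1% of the genes tested, where chance gives 10% for 6 independent samples. With No316 and No368 counted as 1 sample, chosen after the counts had been examined, the genotypes were apart for 20.9% of the genes, where chance gives 20%. With the pair summed, also chosen then, 761 of 17844 genes had an unadjusted p under 0.05.

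The Wald test of DESeq2 with its defaults called 419 genes, 218 higher and 201 lower in *Cd44*−/− tumors. It gave no p-value to 1475 genes with an outlying count by Cook's distance. Of the 9 further DESeq2 settings tried with all tumors after edgeR had called no gene, the largest number came without that filter and without a total-count filter, 1196 genes, 908 higher and 288 lower. The smallest came with No316 and No368 summed, 146 genes.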

List of significant genes is included in Table S1.

The list of differentially regulated genes contains both those with positive and negative regulatory function in apoptosis (Figure 5C). 

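Of the 28 genes listed in Figure 5C, 25 passed the low-count filter, and the sign of the log2 fold change was the paper's for all 25. The log2 fold changes ran from 0.73 (*Vdac2*) to 9.85 (*Krt18*) for genes listed as upregulated and down to -4.31 (*Tnfrsf11b*) for genes listed as downregulated. None reached an adjusted p-value under 0.05 over all genes tested with edgeR's quasi-likelihood test. Adjusted over the listed genes alone, 21 did, which shows no stability because the list was chosen from the same tumors. The number stayed at 21 without No203, and was 14 without No279 and 2 without No364. Among the *Cd44*+/+ tumors, it was 3 without No244, 0 without No316 and 0 without No368. It was 2 with limma-voom and 0 with No316 and No368 summed, a setting chosen after the counts had been examined. DESeq2 with its defaults called 7 of the 28 genes and gave no adjusted p-value to 6.

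For 7 of the 8 genes listed as downregulated, every *Cd44*−/− library lay below every *Cd44*+/+ library. For 13 of the 20 genes listed as upregulated, every *Cd44*−/− library lay above. The highest tumor was No364 for 13 of these 20 genes. *Erbb3* (chromosome 10, 128567523 to 128589652) was at 142.2 CPM in No364 but at 1.39 in No203 and 0.990 in No279, against 1.43, 0.348 and 0.378 in the *Cd44*+/+ tumors No244, No316 and No368. Its log2 fold change of 6.13 had a standard error of 2.17 and fell to 0.77 without No364, the tumor with high counts of liver genes. *Lef1* (chromosome 3, 131110471 to 131224356) was at 16.0 ± 16.7 (SD, n = 2) in *Cd44*+/+ and 2.58 ± 1.37 (SD, n = 3) in *Cd44*−/− tumors. Its log2 fold change was -2.94 (standard error 0.84, adjusted p = 0.452 from edgeR). DESeq2 called *Lef1* with its defaults (adjusted p = 0.0360), but not with No316 and No368 summed (adjusted p = 0.283). *Ppp2r5b* (chromosome 19, 6227765 to 6235872) was at 50.3 ± 19.7 (SD, n = 2) in *Cd44*+/+ and 24.4 ± 7.64 (SD, n = 3) in *Cd44*−/− tumors. Its log2 fold change was -1.17 (standard error 0.40, adjusted p = 0.452 from edgeR, and 0.246 from DESeq2 with its defaults). Other annotated genes overlap these 3 genes.

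**Figure D2:**
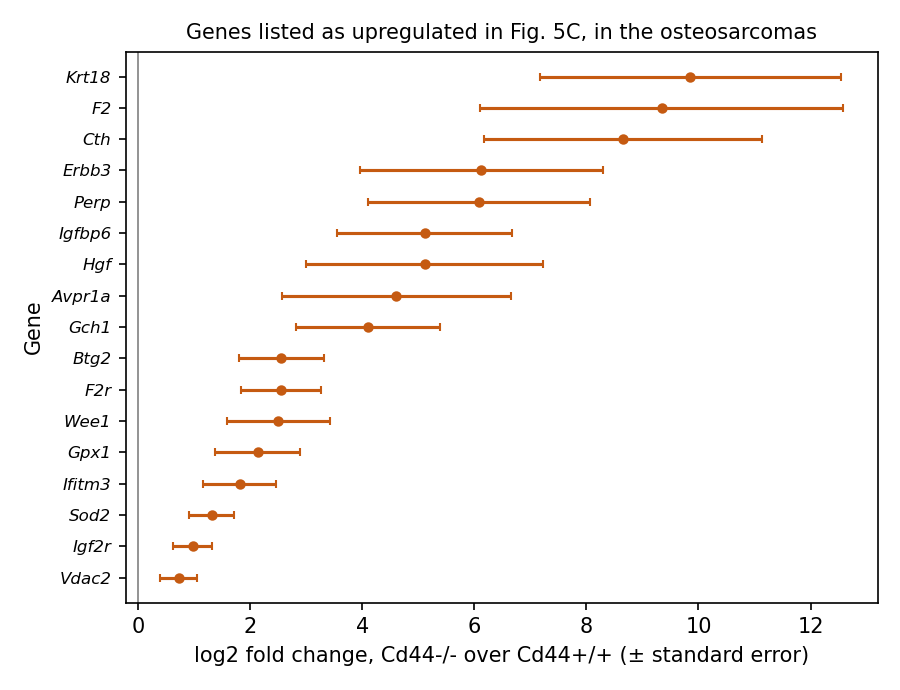
Log2 fold change (*Cd44*−/− over *Cd44*+/+, horizontal axis) with its standard error from edgeR for the genes listed as upregulated in Figure 5C that were tested, one gene per line. Values run from 0.73 for *Vdac2* to 9.85 for *Krt18*, and the bars are widest for the genes with the largest increase.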

Expression of selected candidate genes was evaluated by real-time qRT-PCR (Figure 6). The apoptosis conditions were triggered in the osteosarcoma cells using doxorubicin.

One of the top ranked genes upregulated in *Cd44*−/− osteosarcoma tissues was *Perp* (p53 apoptosis effector related to PMP22) (Figure 5C). 

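*Perp* (ENSMUSG00000019851) lies on chromosome 10 of GRCm38 from 18845020 to 18857073 on the plus strand, and no other annotated gene overlaps it. It was counted 1911 times in the *Cd44*−/− tumor No364, 48 times in No203 and 67 times in No279, and 15, 6 and 4 times in the *Cd44*+/+ tumors No244, No316 and No368. In CPM these were 100, 1.90 and 2.21 in *Cd44*−/− tumors and 1.26, 0.209 and 0.168 in *Cd44*+/+ tumors. Every *Cd44*−/− tumor was above every *Cd44*+/+ tumor. The means, 34.7 ± 56.6 (SD, n = 3) and 0.724 ± 0.758 (SD, n = 2), differed by less than the SD of the *Cd44*−/− tumors.

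The log2 fold change was 6.08 (standard error 1.98, adjusted p = 0.452 from edgeR's quasi-likelihood test). It was 1.99 without No364 and between 5.61 and 7.47 when any one of the other tumors was left out. DESeq2 with its defaults gave *Perp* no adjusted p-value because its counts held an outlier by Cook's distance. Without that filter, a setting chosen after the counts had been examined, it gave 0.00297, and without No364 as well 0.449. No364 was also the tumor with high counts of liver and epithelial genes. By the Wald statistic in Table S1, 5 of the 20 genes listed as upregulated in Figure 5C, *Perp* included, have a value at least as large, and 174 of all 1090 higher genes in the table.

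**Figure D3:**
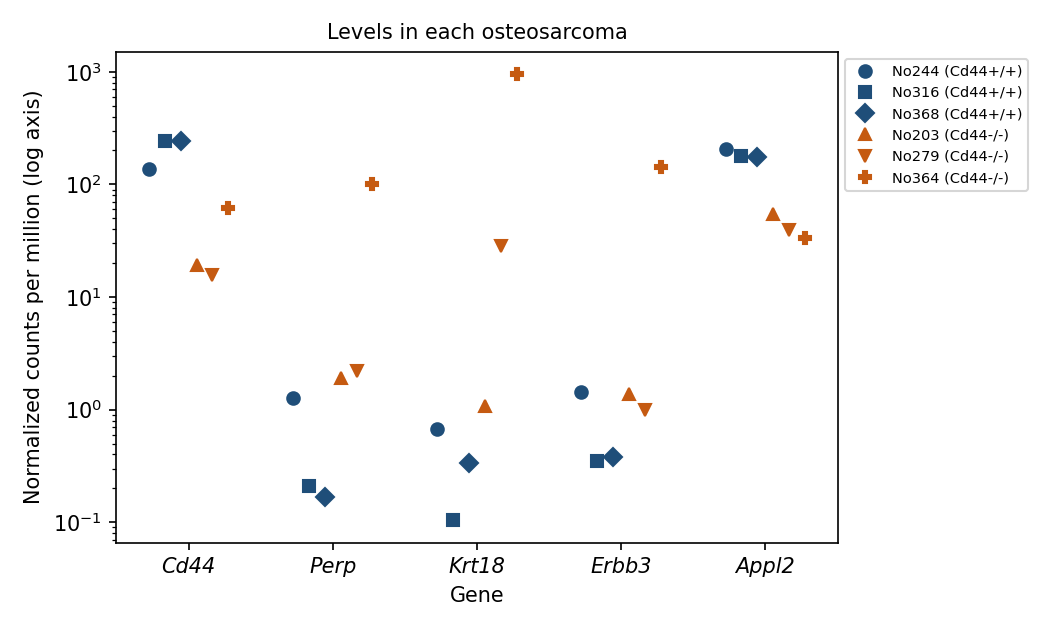
Normalized counts in CPM on a log axis for *Cd44*, *Perp*, *Krt18*, *Erbb3* and *Appl2*, one symbol per osteosarcoma, *Cd44*+/+ in blue and *Cd44*−/− in orange. *Perp* reaches 100 in No364 and from 1.90 to 2.21 in the other *Cd44*−/− tumors, while *Appl2* lies between 33.2 and 54.1 in all *Cd44*−/− tumors.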

PERP is a tetraspan plasma membrane protein that belongs to lesser-known transcriptional targets of p53 and p63 [49]. PERP was originally identified as a p53 target specifically trans-activated during apoptosis, but not during cell-cycle arrest [49]. Expression of PERP is downregulated in numerous cancers, suggesting that PERP is a tumor suppressor protein [49]. By real-time qRT-PCR we could confirm that the levels of *Perp* mRNA were highly upregulated in *Cd44*-negative osteosarcoma cells when compared with *Cd44*-positive cells (Figure 6). We also tested expression of *Bcl2*, which is an important anti-apoptotic factor previously correlated with CD44 expression in other human cancers [50,51]. Expression of BCL2 was shown to be highly upregulated in many cancers as compared to normal tissue, suggesting its tumor promoting role [52]. We observed that *Cd44*-positive osteosarcoma cells expressed significantly higher levels of *Bcl2* mRNA, compared to *Cd44*-negative osteosarcoma cells (Figure 6), consistent with the pro-survival function of CD44. However, we could not confirm this effect in the osteosarcoma tissues which were not treated with doxorubicin.

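In the tumors, *Bcl2* (ENSMUSG00000057329, chromosome 1 of GRCm38 from 106538178 to 106714274) was at 36.8 ± 9.78 (SD, n = 2) CPM in *Cd44*+/+ and 21.5 ± 6.60 (SD, n = 3) in *Cd44*−/− tissue. The single values were 29.9, 44.8 and 42.7 in No244, No316 and No368, and 26.1, 24.5 and 13.9 in No203, No279 and No364, so the genotypes did not overlap. The log2 fold change of -0.86 (standard error 0.38) did not pass the threshold (adjusted p = 0.462 from edgeR's quasi-likelihood test, and 0.398 with DESeq2). It stayed between -1.06 and -0.63 with each tumor left out in turn. The annotation lists 3 genes that overlap *Bcl2*.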

We also investigated the gene encoding nuclear Myb-binding protein 1a (*Mybbp1a*). We found it especially interesting because Mybbp1a binds p53 to activate anoikis in p53-dependent manner [53]. Anoikis is a form of programmed cell death that occurs in anchorage-dependent cells when they lose contact from surrounding extracellular matrix [54]. It is a critical mechanism in preventing dysplastic cell growth or attachment to an inappropriate matrix [54]. Interestingly, the levels of *Mybbp1a* mRNA were significantly lower in doxorubicin-treated *Cd44*-positive cells when compared to *Cd44*-negative cells (Figure 6), indicating that *Cd44*-positive cells might be more resistant to anoikis.

In addition, we confirmed differential expression of *Ppp2r5b*, *Erbb3* and *Lef1* genes in cell culture (Figure 6). 

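In the osteosarcoma tissues, *Appl2* (ENSMUSG00000020263, chromosome 10 of GRCm38 from 83600033 to 83648738, overlapped by no other annotated gene) was at 206.3, 180.3 and 174.9 CPM in the *Cd44*+/+ tumors No244, No316 and No368. The *Cd44*−/− tumors No203, No279 and No364 had 54.1, 39.0 and 33.2. The means were 191.9 ± 20.3 (SD, n = 2) and 42.1 ± 10.8 (SD, n = 3), a difference larger than the spread between tumors of either genotype. The log2 fold change of -2.15 had a standard error of 0.36 and stayed between -2.40 and -2.00 with each tumor left out in turn. It was not called by edgeR over all genes tested (adjusted p = 0.452) and was called by DESeq2 with its defaults (adjusted p = 7.9e-05). With No316 and No368 summed, a setting chosen after the counts had been examined, DESeq2 only just called *Appl2* (adjusted p = 0.04996). The adjusted p from DESeq2 was 0.0566 without No316 and 0.0454 without No368, also chosen then.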

Expression of several other genes, including *Appl2* was not significantly different in *Cd44*-positive and *Cd44*-negative osteosarcoma cells (Figure 6), although they were found to be differentially expressed in the tissue (Figure 5). This may implicate that the levels of *Appl2* were influenced by tumor microenvironment, and we could not recapitulate the appropriate conditions in cell culture.

Our results show that at least two of the identified apoptosis-related genes, which were up-regulated in *Cd44*-knockout cells, belong to the p53 pathway. This might be relevant for the regulation of sensitivity to doxorubicin, which acts by inhibiting Topoisomerase II, leading to double-strand DNA breaks and activation of the DNA damage response, involving p53 [2,55] (Figure 7A). To further elucidate the involvement of p53 pathway in doxorubicin-mediated apoptosis, we next asked if the levels of p53 differ between *Cd44*-positive and *Cd44*-negative osteosarcomas. Indeed, expression of p53 was highly induced in *Cd44*-negative osteosarcoma cells (Figure 7B,C), and correlated with high levels of cleaved PARP1 (Figure 4D,F).

Altogether, our studies indicate that CD44 contributes to increased doxorubicin chemoresistance in osteosarcoma, by positive regulation of MDR1 expression and its effects on apoptosis-regulatory proteins, including members of the p53-pathway.

## 3. Discussion

Regulation of MDR1 by CD44 was previously demonstrated in human breast and ovarian tumor cells, as well as in head and neck squamous cell carcinoma (HNSCC) [11,12,13,14,15,56,57]. Table S2 summarizes the molecular pathways implicated in the regulation of MDR1 by CD44. It has been demonstrated that MDR1 and CD44 proteins are physically associated in tumor cells and in yeast two-hybrid system [15,57,58]. Interaction of CD44 with HA initiates a number of signaling pathways that lead to activation of pro-survival signaling and stimulation of MDR1 expression, and function leading to drug resistance [11,12,13,51,56,57]. In this study, we confirmed that CD44 contributes to drug chemoresistance in osteosarcoma cells by upregulating MDR1 levels and influencing genes implicated in apoptosis. We provided direct evidence for HA binding to CD44 in these processes. Namely, mutation of only two amino acids in the ectodomain of CD44 (R78S-Y79F), essential for HA binding [44], sensitized the osteosarcoma cells to DOX treatment (Figure 3). Our results are consistent with previous reports showing that externally added HA polymers exert an inhibitory effect on chemoresistance, by competing with interaction of endogenous HA with its receptors [15,59].

We also showed that the shortest isoforms of CD44, so called CD44s, which does not contain any sequences encoded by alternatively spliced variant exons, was sufficient to confer resistance to doxorubicin in osteosarcoma cells (Figure 2). Nevertheless, as we have shown previously, the *Nf2*-deficient osteosarcomas express additional CD44 splice variants [38]. Thus, we cannot exclude that splice variants of CD44 might regulate additional processes involved in osteosarcoma chemoresistance. A novel finding from our study was that soluble CD44ICD mimicking proteolytic cleavage product regulates MDR1 expression on transcriptional level (Figure 4A,B,D,F). CD44 was shown to modulate transcription of genes containing either CIRE (5′-CCTGCG-3′) or TRE (5′-TGAC/GTCA-3′) sequences in their promoters [24,45,46]. The promoters of *Abcb1a* and *Abcb1b* genes encoding mouse MDR1 protein contain TRE element consensus sequences, providing physical basis for CD44ICD-mediated transcriptional regulation. CD44ICD alone is not sufficient to stimulate transcriptional responses [24], yet it may modulate transcription by affecting other transcription factors or transcriptional coactivators. These CD44ICD collaborators in the regulation of MDR1 expression remain to be identified, but could include Runx2, c-Fos/c-Jun, and CBP/p300 [24,45,47,48].

Doxorubicin belongs to the anthracycline anticancer drug family [2]. The classical mechanism of action by which doxorubicin functions is the interference with Topoisomerase II [2]. This leads to DNA damage in the form of double-strand breaks [2]. As a consequence of double-strand breaks, the DNA damage response and p53 pathways are activated, which lead to cell cycle arrest and cell death [55]. Topoisomerase II is essential for the survival of rapidly dividing cells, such as cancer cells that are more sensitive to DNA breaks than normal quiescent cells [2]. p53-deficient osteosarcoma cells were shown to be resistant to doxorubicin-induced apoptosis [60], highlighting the crucial role of p53 pathway is mediating the antitumoral effects of doxorubicin. Intriguingly, p53 was shown to inhibit CD44 in response to stress conditions by directly binding to its promoter [61]. This suppression of CD44 by p53 was shown to be required for response of untransformed cells to stress-induced, p53-dependent cytostatic and apoptotic signals [61]. These results suggest that the actions of CD44 may otherwise block apoptosis. In the current study, we showed that doxorubicin treatment leads to accumulation of p53 in *Cd44*-negative osteosarcoma cells (Figure 7). *Cd44*-positive osteosarcoma cells did not express significant levels of p53; however, this may result from lower uptake of doxorubicin due to higher expression of MDR1 in those cells. Interestingly, we found that one of the genes regulated by p53, *Perp*, was highly significantly upregulated in *Cd44*-negative mouse osteosarcoma tissues and cells, when compared to their *Cd44*-positive counterparts (Figure 5C and Figure 6). *Perp* is a target of p53 that becomes specifically trans-activated during apoptosis, but not during cell-cycle arrest [49]. These results suggest that doxorubicin-treated cells expressing CD44 might be less susceptible to apoptosis than *Cd44*-negative cells, due to suppression of *Perp*. Moreover, we found that *Cd44*-positive osteosarcoma cells express lower levels of another p53 pathway member, *Mybbp1a* (Figure 6). *Mybbp1a* was shown to interact with p53 and to mediate anoikis in a p53 dependent manner [53]. These finding are very important, as somatic *TP53* mutations belong to the most common genetic alterations in human osteosarcoma and are found in 74–90% of osteosarcoma patients [62,63]. Our studies suggest that targeting CD44-dependent pathways could serve as one option for sensitizing osteosarcoma to chemotherapy.

## 4. Materials and Methods

### 4.1. Antibodies for Western Blotting

Table 1 lists antibodies used for Western Blotting.

### 4.2. Cell Lines

Osteosarcoma cells were derived from tumors generated in *Cd44^+/+^*, *Nf2^Δ2/+^* mice [38]. Establishment of the cell lines was described previously [38]. Briefly, osteosarcoma tissue was washed with PBS and minced into 1–3 mm^3^ pieces with the use of a scalpel. Tissue fragments were plated in DMEM (Life Technologies GmbH, Darmstadt, Germany) supplemented with 10% FBS (PAN-Biotech GmbH, Aidenbach, Germany) and 1% penicillin-streptomycin (Sigma-Aldrich, Taufkirchen, Germany). Outgrowing cells were re-plated on fresh plates. After approximately 12 passages the cultures presented a macroscopically homogenous population of osteosarcoma cells, negative for *Nf2* (characteristic for tumors [38]. Osteosarcoma cells were cultured in DMEM supplemented with 10% FBS and 1% penicillin-streptomycin. For investigation of chemoresistance, the serum concentration was reduced to 7%. All cells were maintained in a humidified atmosphere with 5% CO_2_ at 37 °C. All experiments were performed with mycoplasma-free cells.

### 4.3. DNA Transfections

All DNA transfections were performed in 6-well plates using the liposomal transfection reagent Lipofectamine 2000 (Thermo Fisher Scientific GmbH, Darmstadt, Germany), following the manufacturer’s instructions. 4 μg of DNA was used per transfection.

### 4.4. Genetic Manipulation of CD44 Expression

CRISPR/Cas9 mediated knockout and reconstitution of CD44 expression in *Cd44*-negative osteosarcoma cells were performed as previously described [38]. pSpCas9(BB)-2A-GFP (PX458) was a gift from Feng Zhang (Addgene plasmid #48138). Sequences of primers for targeting exon 1 of the *Cd44* gene: 5′-CACCGAGTTTTGGTGGCACACAGCT-3′ (forward) and 5′-AAACAGCTGTGTGCCACCAAAACTC-3′ (reverse). *Cd44*-negative and GFP-positive single cell clones were selected by flow cytometry (FACSAria) after staining of CD44 with a PE-conjugated CD44 antibody (clone IM7, eBioscience GmbH, Frankfurt am Main, Germany). A hyaluronic acid binding deficient mutant of CD44s was generated by site-directed mutagenesis using the following primer pair: R78S-Y79F forward: 5′-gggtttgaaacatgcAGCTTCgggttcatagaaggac-3′ and R78S-Y79F reverse: 5′-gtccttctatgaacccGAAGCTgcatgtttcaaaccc-3′. Mutations are indicated in capitals. cDNA encoding rat Cd44s, Cd44s-R78S-Y79F-Mt mutant or the GFP-fused, c-Myc-tagged CD44ICD was subcloned into pCDH lentiviral vector. For lentiviral transductions, HEK293 cells were transiently transfected with pCDH plasmid containing the construct of interest, together with packaging and envelope plasmids (pCMVdelR8.91 and pMD.G-VSVG, respectively). The viral particles were harvested 48 h later and filtered through 0.22 µM pore cellulose acetate filters. Filtered supernatants were used for transduction. Cells with CD44 expression similar to wild-type cells were selected by flow cytometry (FACSAria), after staining of CD44 with a PE-conjugated CD44 antibody.

### 4.5. Determination of IC50 of DOX

*Cd44*-positive and *Cd44*-negative osteosarcoma cells were seeded in 96-well plates (5 × 10^3^ cells/well) and allowed to adhere overnight. Doxorubicin was purchased from Enzo Life Sciences GmbH (Lörrach, Germany) and resuspended in deionised water. Cells were incubated with concentrations of doxorubicin ranging between 0.125 μM and 10 μM for 72 h, after which a WST-1 assay was performed according to the manufacturer’s instructions (Roche diagnostics GmbH, Penzberg, Germany). Results of the WST-1 assay were measured at 450 nm using Azure Biosystems microplate reader. All viability assays were performed in quintuplicates.

### 4.6. Colony Formation Assay under Nonadherent Conditions

Osteosarcoma cells were seeded in triplicates at a density 0.1 × 10^5^ cells per well of a Costar 96 well ultra-low attachment surface plate in DMEM supplemented with 10% FBS or without FBS. Doxorubicin was added at a concentration of 1 μM. After 8 days of culture, the viable cells were detected using WST-1 assay according to the manufacturer’s instructions. Absorbance was measured using Azure Biosystems microplate reader. Photographs of the colonies were taken using a Leica DFC290 microscope (Leica Microsystems, Wetzlar, Germany) with 4× magnification. The surface area of photographed colonies was calculated with ImageJ.

### 4.7. Western Blot

Protein levels were determined after 24 h of compound treatment. Cells were treated with 1–1.5 μM doxorubicin (water soluble), 10 µM batimastat (DMSO soluble) (Hölzel Diagnostika Handels GmbH, Köln, Germany) or pure solvents. Cells were harvested and denatured by boiling for 7 min in SDS-PAGE sample buffer containing Halt protease and phosphatase inhibitor cocktail (Life Technologies GmbH, Darmstadt, Germany). Proteins were separated on 8% acrylamide gels by using SDS-PAGE and transferred to nitrocellulose membranes. Blocking was performed for 1 h at room temperature, using 5% low-fat milk powder in TBS containing 0.1% Tween20 solution. Membranes were incubated with primary antibody overnight at 4 °C, followed by HRP-labeled secondary antibody for 1 h at room temperature. 5% BSA in TBS containing 0.1% Tween20 was used as diluent for CD44 antibody clone E7K2Y. All other primary and secondary antibodies were diluted in 5% low-fat milk powder in TBS containing 0.1% Tween20 solution. Blots were developed using ECL solution (Clarity Western ECL Substrate, Bio-Rad Laboratories GmbH, Feldkirchen, Germany). The intensity of immunoblot bands was quantified with ImageJ software.

### 4.8. Real-Time Quantitative Reverse Transcription PCR (Real-Time qRT-PCR)

Total RNA was isolated from cell lines using RNeasy mini kit (Qiagen GmbH, Hilden, Germany) as per manufacturer’s instructions. cDNA was prepared from 1 µg of total RNA using iScript cDNA synthesis kit (Bio-Rad Laboratories GmbH) and used for qRT-PCR reaction at final dilution of 1:75. PCR amplification was performed with iQ^TM^SYBR green supermix (Bio-Rad Laboratories GmbH) on CFX Connect™ real-time PCR detection system. *Hprt1* and *Tbp* housekeeping genes were used as references. Oligonucleotides were used at final concentration of 53 nM. Sequences of oligonucleotides used for real time qRT-PCR are listed in Table 2. Relative expression values were calculated using REST-MCS software [64].

### 4.9. Detection of Putative Transcription Factor Binding Sites

The sequences of mouse *Abcb1a* (ENSMUSG00000040584) and *Abcb1b* (ENSMUSG00000028970) genes were downloaded from Ensembl genome browser. Available online: http://www.ensembl.org/index.html (accessed on 17 June 2022). The promoters, including 1000 nucleotides upstream of the transcription initiation site, were analyzed for presence of 5′-CCTGCG-3′ CIRE and 5′-TGAC/GTCA-3′ TRE elements.

### 4.10. RNA Sequencing and Gene Expression Analysis

Osteosarcoma tissues were derived from *Cd44^+/+^*; *Nf2^Δ2/+^* and *Cd44*^−/−^; *Nf2^Δ2/+^* mice described previously [38]. Total RNA was isolated using RNeasy mini kit (Qiagen) per manufacturer’s instructions. Sequencing of RNA samples was done using Illumina’s next-generation sequencing methodology [65]. In detail, quality check and quantification of total RNA was done using the Agilent Bioanalyzer 2100 in combination with the RNA 6000 nano kit (Agilent Technologies). Library preparation was done using Illumina’s TruSeq stranded mRNA library preparation kit following the manufacturer’s description. Quantification and quality check of libraries was done using the Agilent Bioanalyzer 2100 in combination with the DNA 7500 kit. Libraries were sequenced on a HiSeq2500 running in 51cycle/single-end/high-output mode. Libraries were sequenced in two lanes. Sequence information was extracted in FastQ format using Illumina’s bcl2fastq v.1.8.4. Sequencing resulted in an average of around 24mio reads per sample. Reads were aligned to the mouse reference genome sequence (ENSEMBL Mus musculus GRCm38.84) using HISAT2 (hisat2-2.0.2-beta). Read counts were determined by read summarization with feature Counts (subread-2.0.0). R programming language and related packages were used to further analyze RNA Sequencing data. For principal component analysis (PCA) genes were first subset by removing any genes that were not ‘detectable’ (genes that showed 0 or 1 read counts cumulatively across all samples). Log2-transformed values were calculated from remaining raw count numbers using the rlog function from DESeq2 and used as input for PCA calculated by the PCAtools function in R. Multivariate analysis of gene expression between *Cd44*-positive and *Cd44*-negative primary osteosarcomas was performed using an MADE4 package of R software. Differentially regulated genes were determined using rlog function of DESeq2 package. All genes with Benjamin Hochberg adjusted *p*-value (padj) < 0.05 were included.

### 4.11. Statistical Analysis

For all quantitative analyses, comparisons between groups were made with unpaired Student’s *t*-test unless stated otherwise. Two-tailed *p*-value ≤ 0.05 was considered as significant (n.s.: *p* > 0.05, *: *p* ≤ 0.05, **: *p* ≤ 0.01, ***: *p* ≤ 0.001, ****: *p* ≤ 0.0001).

## Figures and Tables

**Figure 1:**
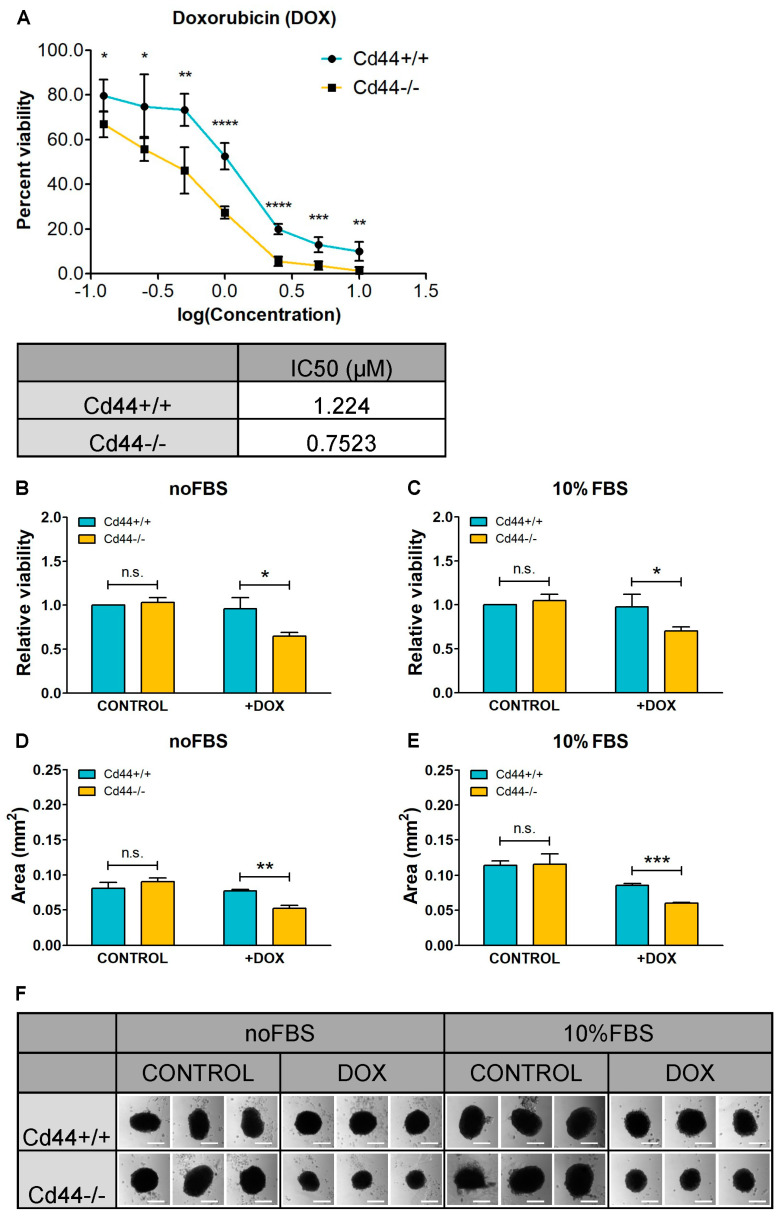
Knockout of *Cd44* sensitizes osteosarcoma cells to doxorubicin (DOX) treatment. (**A**) Determination of the half-maximal (50%) inhibitory concentration (IC50) of DOX. Dose-response curve of *Cd44*-positive and *Cd44*-negative osteosarcoma cells to DOX (upper panel) and corresponding IC50 values (lower panel) are shown. Cell viability was measured in quintuplicates in five independent experiments using WST1 assay. IC50 was calculated using GraphPad Prism and nonlinear regression. (**B**,**F**) Influence of DOX on formation of *Cd44*-positive and *Cd44*-negative spherical colonies. The histograms represent relative mean values of cell viability (**B**,**C**) or surface area (**D**,**E**) ±SD from three independent colony formation assays. Representative pictures of colonies formed in the presence or absence of DOX, either upon serum starvation or in medium supplemented with 10% fetal bovine serum (FBS) are shown in (**F**). Scale bar 200 µm. Student’s *t*-test values: n.s.: *p* > 0.05, *: *p* ≤ 0.05, **: *p* ≤ 0.01, ***: *p* ≤ 0.001, ****: *p* ≤ 0.0001.

**Figure 2:**
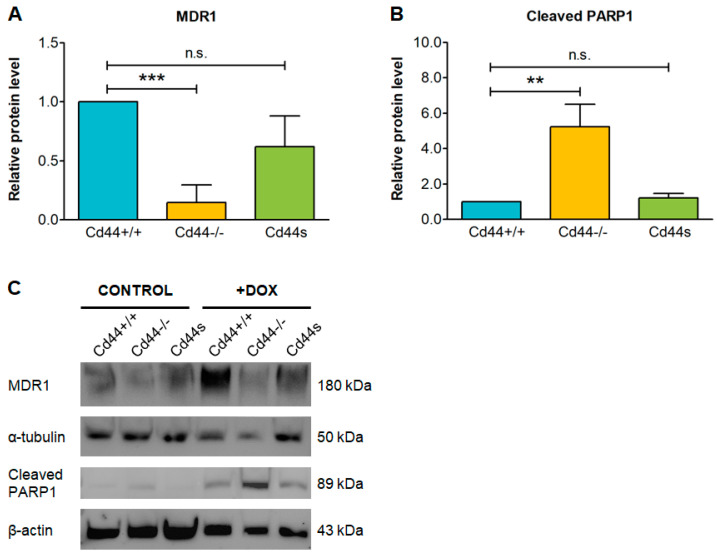
The shortest, standard isoform of CD44 (CD44s) is sufficient to confer resistance to doxorubicin (DOX). Osteosarcoma cells were seeded at 60% confluency in DMEM medium, supplemented with 7% FBS. The cells were incubated for 24 h in the presence of 1 µM DOX or pure solvent (control) and then subjected to immunoblot. The histograms in (**A**,**B**) show mean values of MDR1 or cleaved PAPR1 protein levels ± SD from three independent experiments. The values were normalized to loading control. Student’s *t*-test values: n.s.: *p* > 0.05, **: *p* ≤ 0.01, ***: *p* ≤ 0.001. Representative immunoblot is shown in (**C**).

**Figure 3:**
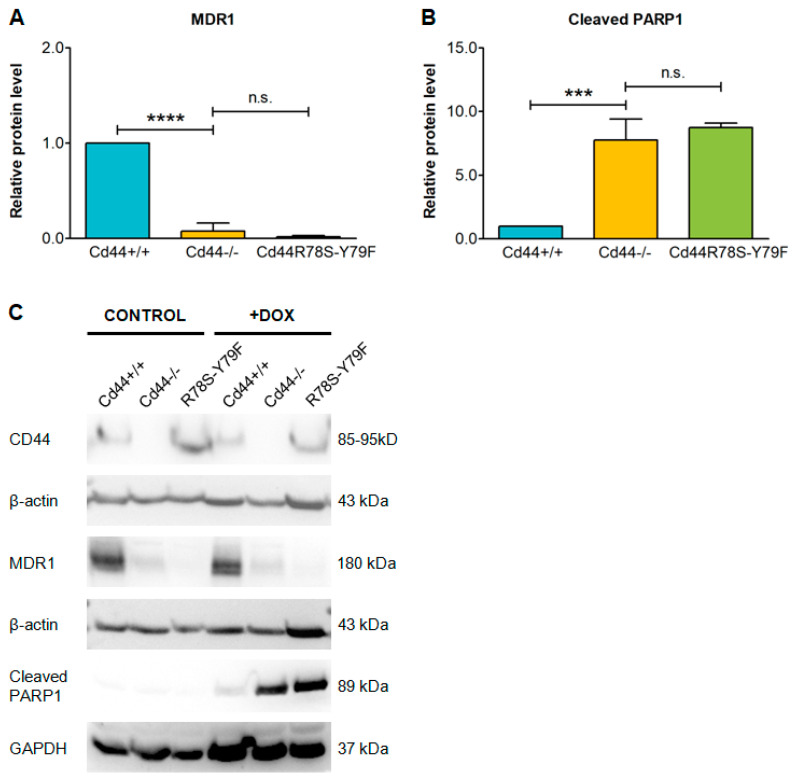
Mutation of the hyaluronic acid (HA) binding site in CD44 ectodomain sensitizes osteosarcoma cells to doxorubicin. *Cd44*-positive wild-type cells, *Cd44*-negative cells, and cells with reconstituted expression of a mutant of CD44 unable to bind HA (Cd44s-R78S-Y79F) were seeded at 60% confluency in DMEM medium supplemented with 7% FBS. The cells were incubated for 24 h with pure solvents (controls) or 1.5 µM DOX and then subjected to immunoblot. The histograms in (**A**,**B**) show mean values of MDR1 or cleaved PAPR1 protein levels ± SD from four independent experiments. The values were normalized to loading control. Student’s *t*-test values: n.s.: *p* > 0.05, ***: *p* ≤ 0.001, ****: *p* ≤ 0.0001. Representative immunoblot is shown in (**C**).

**Figure 4:**
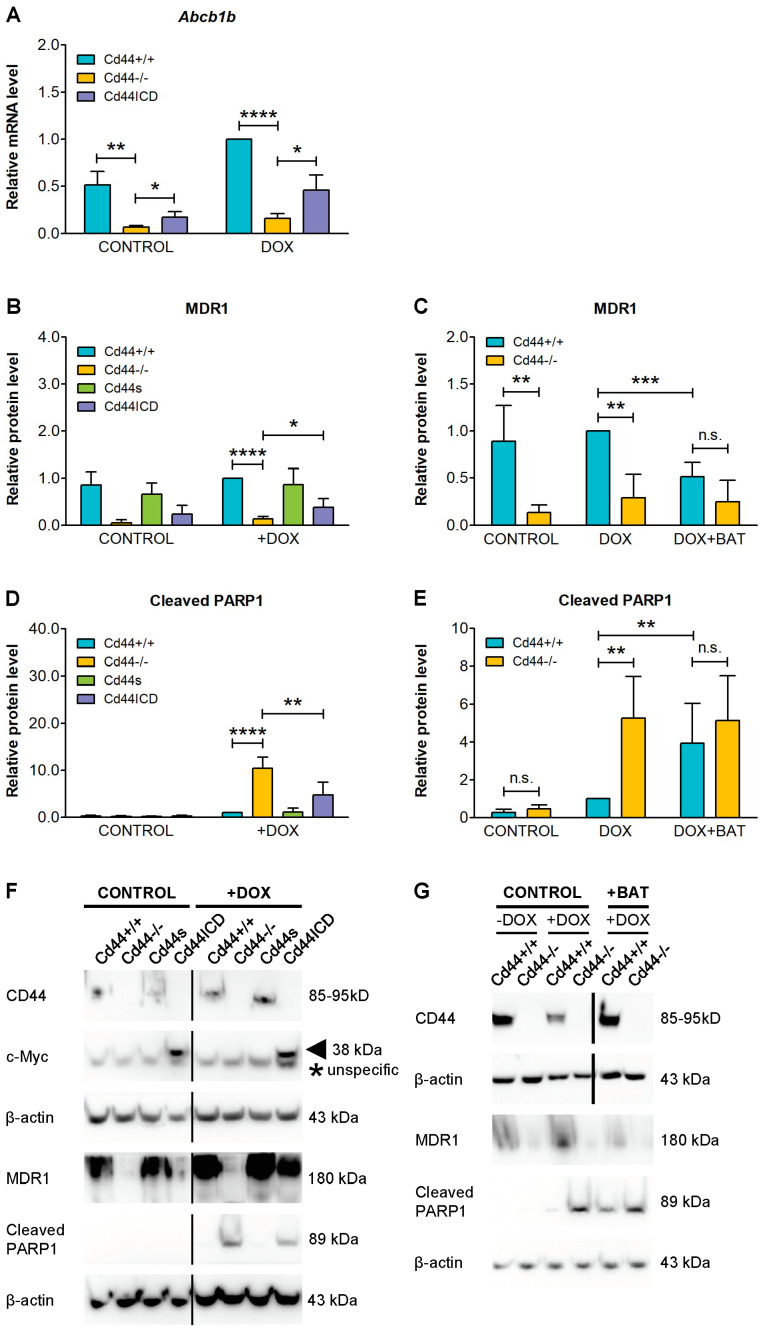
Involvement of CD44 proteolytic cleavage in the regulation of MDR1 expression and doxorubicin (DOX) chemoresistance. (**A**) CD44 potentiates *Abcb1b* gene transcription. (**B**–**G**) Soluble intracellular domain of CD44 (Cd44ICD), mimicking cleavage product, significantly increases resistance to DOX; whereas, treatment with matrix metalloproteinase inhibitor batimastat (BAT) sensitizes *Cd44*-positive osteosarcoma cells to DOX. *Cd44*-positive wild-type cells, *Cd44*-negative cells, and cells with reconstituted expression of Cd44s and Cd44ICD were seeded at 60% confluency in DMEM medium supplemented with 7% FBS. The cells were incubated for 24 h with pure solvents (controls), 1.5 µM DOX or 10 µM batimastat and then harvested for immunoblot or RNA isolation. The histograms in (**A**–**E**) show mean values of mRNA or protein levels ± SD from three (**A**), four (**B**,**C**,**E**) or five (**D**) independent experiments. The values were normalized to loading control. Student’s *t*-test values: n.s.: *p* > 0.05, *: *p* ≤ 0.05, **: *p* ≤ 0.01, ***: *p* ≤ 0.001, ****: *p* ≤ 0.0001. Representative immunoblots are shown in (**F**,**G**). Arrowhead in (**F**) indicates CD44ICD, asterisk indicates unspecific band.

**Figure 5:**
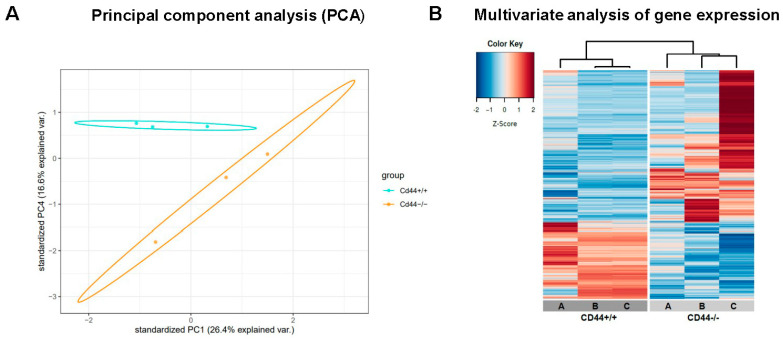

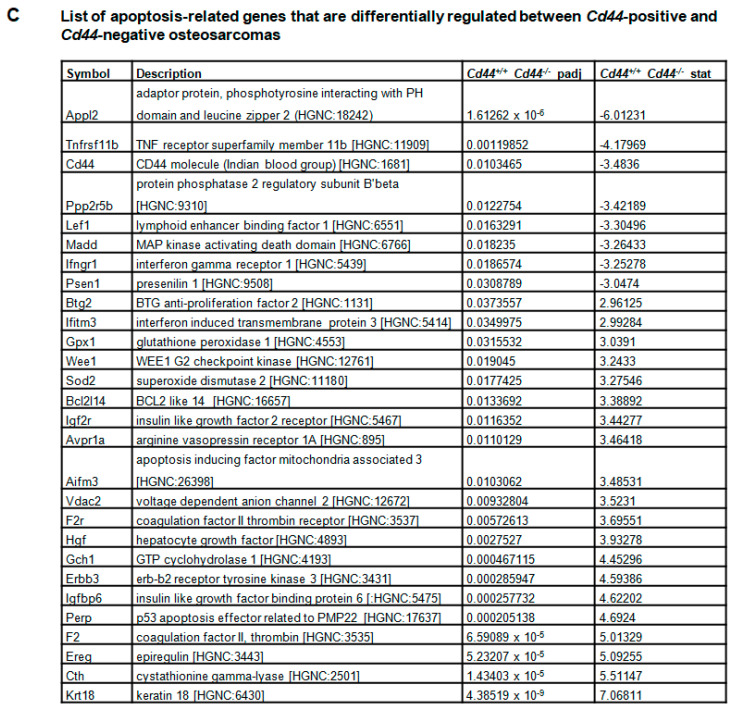
Gene expression analysis. (**A**) Principal component analysis (PCA) of RNA sequencing data. Data were plotted along the first and forth principal components. Each dot in PCA plot indicates a single sample. (**B**) Multivariate analysis of gene expression between *Cd44*-positive and *Cd44*-negative primary osteosarcomas. Unsupervised hierarchical clustering and heatmap showing *Cd44*+/+ and *Cd44*−/− primary osteosarcomas clearly segregated from one another, based on their RNA expression profiles. Three samples of each group were analyzed. Both downregulated (blue) and upregulated (red) RNAs were identified in *Cd44*−/− osteosarcomas. The analysis was performed using an MADE4 package of R software. (**C**) List of apoptosis-related genes that are differentially regulated between *Cd44*-positive and *Cd44*-negative osteosarcomas. The data are represented as Wald-statistic (stat). Genes with negative Wald-statistic values are down-regulated in *Cd44*−/− compared to *Cd44*+/+ primary osteosarcomas, and genes with positive values are upregulated. Benjamin Hochberg adjusted *p*-value (padj) is indicated. Gene description source: HGNC (www.genenames.org/, accessed on 31 May 2022).

**Figure 6:**
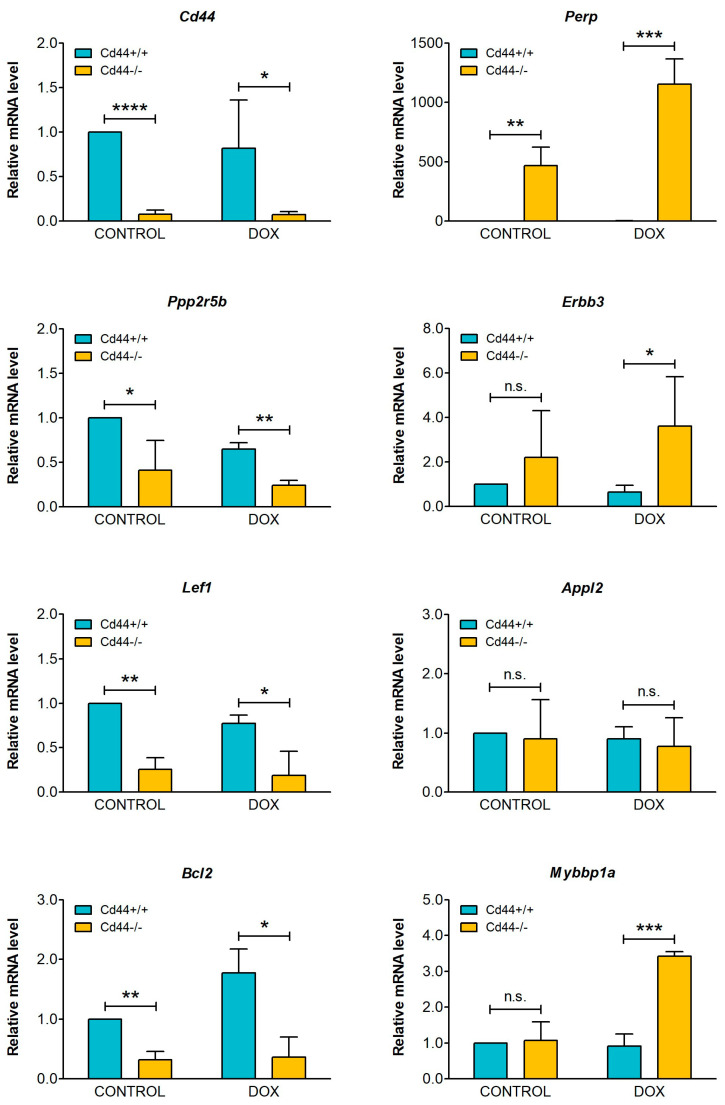
Testing mRNA levels of selected apoptosis-associated genes. *Cd44*-positive wild-type cells, *Cd44*-negative cells, and cells with reconstituted expression of Cd44s and Cd44ICD were seeded at 60% confluency in DMEM medium supplemented with 7% FBS. The cells were incubated for 24 h with pure solvent (controls) or 1.5 µM DOX. The histograms show mean values of mRNA levels ± SD from three independent experiments. Student’s *t*-test values: n.s.: *p* > 0.05, *: *p* ≤ 0.05, **: *p* ≤ 0.01, ***: *p* ≤ 0.001, ****: *p* ≤ 0.0001.

**Figure 7:**
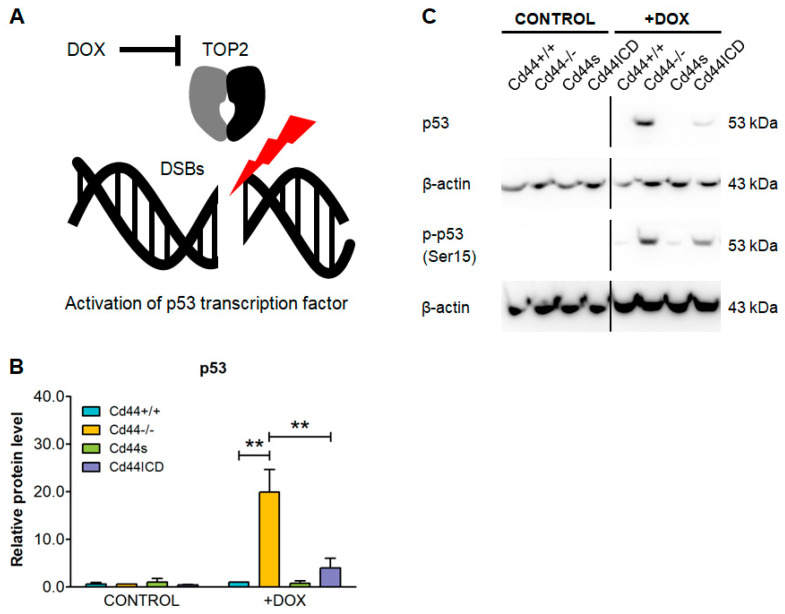
Testing the effect of doxorubicin (DOX) on p53 level in osteosarcoma cells. (**A**) DOX inhibits topoisomerase II (TOP2) leading to DNA damage in the form of double-strand breaks (DSBs). As a consequence, the DNA damage response and p53 pathways are activated, which leads to cell cycle arrest and cell death. (**B**,**C**) DOX increases levels of active p53 in *Cd44*-negative osteosarcoma cells. The cells were treated as in Figure 4. The histogram in (**B**) shows mean value of p53 protein level ±SD from three independent experiments. The values were normalized to loading control. Student’s *t*-test values: **: *p* ≤ 0.01. Representative immunoblots for detection of total and phosphorylated p53 are shown in (**C**). Please notice that phosphorylated p53 was detected by reprobing lower membrane part from the experiment in Figure 4F, therefore the β-actin is the same.

**Table 1:** Antibodies for Western Blotting.

Name	Cat. No.	Company	Dilution
Actin, clone 2Q1055	sc-58673	Santa Cruz Biotechnology, Inc., Heidelberg, Germany	1:1000
CD44, clone E7K2Y	37259	Cell Signaling Technology, Leiden, The Netherlands	1:1000
c-Myc, clone 9E10	sc-40	Santa Cruz Biotechnology, Inc., Heidelberg, Germany	1:500
GAPDH, clone G-9	sc-365062	Santa Cruz Biotechnology, Inc., Heidelberg, Germany	1:1000
MDR1, clone E1Y7S	13978	Cell Signaling Technology, Leiden, The Netherlands	1:1000
p53 (CM5)	NCL-L-p53-CM5p	Leica Biosystems, Nussloch, Germany	1:2000
p53 (Ser15)	9284	Cell Signaling Technology, Leiden, The Netherlands	1:1000
Cleaved PARP, clone D6X6X	9284	Cell Signaling Technology, Leiden, The Netherlands	1:1000
Tubulin, clone B-5-1-2	T5168	Sigma-Aldrich, Taufkirchen, Germany	1:2000
Goat anti-Mouse IgG (H + L) Secondary Antibody, HRP	31430	Thermo Fisher Scientific GmbH, Darmstadt, Germany	1:1000
Goat anti-Rabbit IgG F(ab′)2 Secondary Antibody, HRP	31461	Thermo Fisher Scientific GmbH, Darmstadt, Germany	1:1000

**Table 2:** Oligonucleotides used for real time qRT-PCR.

Name	Primer Sequence 5′-...............-3′
Hprt1 Fwd1	GTTAAGCAGTACAGCCCCAAA
Hprt1 Rev1	AGGGCATATCCAACAACAAACTT
Tbp Fwd1	GGCCTCTCAGAAGCATCACTA
Tbp Rev1	GCCAAGCCCTGAGCATAA
Bcl2 Fwd1	GACTGAGTACCTGAACCGGC
Bcl2 Rev1	TCACTTGTGGCCCAGGTATG
Appl2 Fwd1	AGATGACACTGGCGGAAGTC
Appl2 Rev1	GCACGTGATTGTCGGTGTTC
Mybbp1a Fwd1	GCACAAGCTGCCTAATGTGG
Mybbp1a Rev1	AGGACGGATTCTTCAGCAGC
Perp Fwd1	GGCCTAATCCCTCCCAACTG
Perp Rev1	TCCTAGGATGTCTGCATGGC
Abcb1b Fwd1	CTTCACCCAGGCCATGATGT
Abcb1b Rev1	GGCACCAAAGACAACAGCAG
Ppp2r5b_Fwd1	TCAGCTGGCATACTGTGTGG
Ppp2r5b_Rev1	CTCTTCCATCTCCCCCAGGA
Erbb3 Fwd1	CCAGCAGCTGAACAAGGGTA
Erbb3 Rev1	GCCAGTAATCGGGGTTGTCA
Lef1 Fwd1	CGGGAAGAGCAGGCCAAATA
Lef1 Rwd1	CGCTGACCAGCCTGGATAAA
CD44all Fwd1	TCTGCCAGGCTTTCAACAGT
CD44all Rev1	CTGCACAGATAGCGTTGGGA

## Data Availability

RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO) public repository under the accession number GSE210023. The remaining data is contained within the article or supplementary material.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23158616/s1.

## Abbreviations

ABC	ATP-binding cassette
BCRP	breast cancer resistance protein
CD44	cluster of differentiation 44
CD44ICD	intracellular domain of CD44
CIRE	CD44ICD response element
DOX	doxorubicin
ERM	ezrin, radixin, moesin
HA	hyaluronic acid
MDR	multidrug resistance
MRP1	multidrug resistance-associated protein 1
MRP2	multidrug resistance-associated protein 2
NF2	neurofibromatosis type 2
PERP	p53 apoptosis effector related to PMP-22
qRT-PCR	quantitative reverse transcription PCR
TRE	12-O-tetradecanoylphorbol-13-acetate response element

# Supplementary material for: CD44 Contributes to the Regulation of MDR1 Protein and Doxorubicin Chemoresistance in Osteosarcoma
**Source:** Int J Mol Sci. 2022 Aug 3;23(15):8616. doi: 10.3390/ijms23158616
**Supplement:** Supplementary file 1

**Table S1.** List of genes that are differentially regulated between *Cd44*-positive and *Cd44*-negative osteosarcomas. The genes were determined using rlog function of DESeq2 package. All genes with Benjamin Hochberg adjusted p-value (**padj**) <0.05 were included. The data are represented as Wald-statistic (**stat**). Genes with negative Wald-statistic values are down-regulated in *Cd44*<sup>-/-</sup> compared to *Cd44*<sup>+/+</sup> primary osteosarcomas and genes with positive values are upregulated.

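The statistic in this table is the log2 fold change of a gene divided by its standard error in the DESeq2 model, so that a large value can come from a large change or from a small error. The table's identifiers were read from text in which some zeros had been added or lost, and after padding them to the Ensembl width 1591 of the 1592 listed genes were found among the counted genes. Of these, 1190 passed the low-count filter of edgeR, and 1186 of the 1190 changed in the listed direction. An unadjusted p under 0.05 in that direction was found for 980. Across the 1591 genes, which are not independent replicates, the listed statistic and the DESeq2 statistic computed from the deposited counts had a Pearson r of 0.973. The list was chosen from these same tumors, so these matches show no independent stability. It holds only genes that passed the paper's threshold in either direction, which favours a high r.

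DESeq2 with its defaults called 329 of the listed genes, and 740 without the Cook's distance filter, a setting chosen after the counts had been examined. In the normalized counts, 916 listed genes (57.6%) separated the 3 *Cd44*−/− from the 3 *Cd44*+/+ libraries in the listed direction. Of the 1089 genes listed as higher in *Cd44*−/− tumors and found, 805 (73.9%) had their highest level in the *Cd44*−/− tumor No364, which was the highest tumor for 42.1% of the tested genes with a log2 fold change above 0.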

$$\text{Wald-statistic} = \frac{\text{log2FoldChange}}{\text{standard error of log2FoldChange}}$$

# Supplementary material for: CD44 Contributes to the Regulation of MDR1 Protein and Doxorubicin Chemoresistance in Osteosarcoma
**Source:** Int J Mol Sci. 2022 Aug 3;23(15):8616. doi: 10.3390/ijms23158616
**Supplement:** Supplementary file 1

**Table S2.** List of molecular pathways implicated in the regulation of MDR1 by CD44. The list was generated based on PubMed search using CD44 and MDR1 as key words. State on December 2021. CD44-HA delineates CD44 – hyaluronic acid (HA) interaction.

| Molecular pathway                                                                                                                                                                                                                                                  | Cells                                                                        | Reference |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------|-----------|
| CD44 – inhibition of FBXO21-mediated ubiquitination and proteasomal degradation of MDR1                                                                                                                                                                            | human breast tumor cells (MCF-7) and human ovarian carcinoma cell line (SKA) | [57]      |
| Formation of CD44-ankyrin-MDR1 complex – Mdr1 activation                                                                                                                                                                                                           | human breast tumor cells (MCF-7) and human ovarian tumor cells (SK-OV-3.ipl) | [12]      |
| CD44-HA – up-regulation and activation of p300 (a histone acetyltransferase) - acetylation of $\beta$ -catenin - activation of $\beta$ -catenin-associated T-cell factor/lymphocyte enhancer factor (TCF/LEF) transcriptional co-activation - Mdr1 gene expression | human breast tumor cells (MCF-7)                                             | [13]      |
| CD44-HA - ErbB2 complex activation - phosphoinositide 3-kinase activity – Mdr1 gene expression                                                                                                                                                                     | multidrug-resistant MCF-7/Adr human breast carcinoma cells                   | [11]      |
| CD44-HA – Nanog/Stat3 transcriptional activation – Mdr1 gene expression                                                                                                                                                                                            | human breast tumor cells (MCF-7) and human ovarian tumor cells (SK-OV-3.ipl) | [12]      |
| CD44-HA – (PKCepsilon activation)- Nanog/Stat-3 transcriptional activation - microRNA-21- down-regulation of PDCD4- MDR1 gene expression with concomitant upregulation of inhibitors of the apoptosis family of proteins (IAPs)                                    | breast tumor cell line MCF-7 head and neck squamous cell carcinoma (HNSCC)   | [14,56]   |

How the deposited data were processed for this re-analysis (not part of the article)

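RNA of primary osteosarcomas from 3 *Cd44*+/+ and 3 *Cd44*−/− mice with an *Nf2* mutation was examined. The authors deposited raw counts of reads per Ensembl gene and tumor. By the paper's methods, stranded mRNA libraries were sequenced from one end, reads were aligned to GRCm38 with HISAT2 and counted with featureCounts. The text does not name how reads that match several genes or the opposite strand were counted. Each tumor has a single column of counts, the genotype of each was taken from the sample labels and the paper, and no column was left unused. Gene symbols were found for 37607 of the 39179 identifiers in the GENCODE M21 names, and coordinates are those of GENCODE M21 on GRCm38, another release of the annotation than the one used for counting.

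Total counts lay between 18076388 and 26954142 per tumor. The smallest level taken as detectable was 3 counts, which is from 0.0990 to 0.252 CPM. For each pair of tumors, the genes with a summed count of at least 20 were compared with binomial sampling noise around the median ratio. No316 and No368 were counted as 1 sample in means and SDs after this comparison, as the mean of their normalized counts.

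Genotypes were compared with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr with its defaults, quasi-likelihood F test, Benjamini-Hochberg adjusted p-value under 0.05) on all 6 libraries with genotype as the single factor. The standard error of a log2 fold change was the fold change divided by the square root of its F statistic. Alternatives set before the data were examined were the size factors of DESeq2, library size alone, no low-count filter (a total count over 1), at least 10 counts in every tumor, the Wald test of DESeq2 1.42.0, limma-voom (limma 3.58.1), a hepatocyte marker score as a covariate, and leaving out each tumor in turn. After edgeR had called no gene, 9 further DESeq2 settings were tried with the paper's number of genes known. These were DESeq2 without its Cook's distance filter, with No316 and No368 summed, with independent filtering at 0.05, with a prior on fold changes (with and without the Cook's distance filter), and on all genes without a total-count filter (with and without the prior and the Cook's distance filter). DESeq2 was also run without each tumor in turn, with and without the Cook's distance filter. Other alternatives chosen after seeing the data were No316 and No368 summed as 1 sample in edgeR, in the rlog values and in camera, the same pair as 1 sample in the count of genes whose genotypes do not overlap, genes with a log2 fold change above 0 as the comparison for the highest tumor, and principal components of genes scaled to unit variance. The rlog values were used for principal components, for the share of the sum of squares between genotypes and for clustering. Marker sets were tested with camera of limma on log2 CPM (prior count 2, inter-gene correlation 0.01). A set's score in a tumor is the mean of its genes' log2 CPM. The sets were written before the counts were seen but after Table S1 had been read, which lists many liver genes.

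The genes named in the text follow a rule written before the data were examined. They are the genes that the results or Figure 5C name, *Nf2*, *Trp53*, *Abcc1*, *Abcc2*, *Abcg2*, members of the marker sets and sex-linked genes, and the genes with the smallest adjusted p-values among those called by edgeR, of which there were 0. Many of these genes are given only within sets or totals, and values of *Nf2*, *Abcc1*, *Abcc2* and *Abcg2* were left out of the text.

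The fits were tested on simulated counts drawn from the mean levels and library sizes of these tumors, with 200 genes changed in either direction. At a low spread (dispersion 0.02) and a fold change of 4, edgeR recovered 200 and DESeq2 199 of the 200 genes, with 11 and 13 false calls. At the common dispersion of these tumors (0.501), edgeR recovered 0 of the 200 genes at a fold change of 4, 36 at 8 and 146 at 16, with 0, 1 and 12 false calls. DESeq2 recovered 21, 103 and 180, with 20, 33 and 58 false calls. Every simulated gene had the same dispersion, and the 6 libraries were drawn independently. In the tumors the spread differed between genes, and No316 and No368 were nearly proportional. The simulated recovery therefore does not give the power in these tumors. Experiments on cells (qRT-PCR, immunoblots and viability) were not analysed here.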

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

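The tests on liver genes were set before the counts were seen, after Table S1 had been read, and the comparison of *Xist* with Y-linked genes was chosen after the result was seen.

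The *Cd44*−/− tumor No364 carried a strong signal of liver genes, which the paper does not discuss. Its hepatocyte marker score was 11.6 log2 CPM, against 1.99, 1.16 and 1.01 in the *Cd44*+/+ tumors No244, No316 and No368 and 2.15 and 1.56 in the *Cd44*−/− tumors No203 and No279. Its Kupffer cell score was 3.25 and its epithelial score 4.63, where the highest *Cd44*+/+ tumor reached -0.52 and 1.13. *Alb* took 4.27% of all counts in No364 (95% Wilson interval 4.27% to 4.28%, counting error only) and at most 0.0110% in the other tumors. If liver tissue were in the sampled material, the markers should share one *Cd44*−/− tumor as their highest, and 100% of the 27 hepatocyte markers tested did so. Over both genotypes the hepatocyte set was higher in *Cd44*−/− tumors by 3.71 on the log2 scale (adjusted p = 8.6e-06 by limma camera), and by 0.48 without No364 (adjusted p = 0.041), with adjusted p-values from 4.8e-10 to 0.568 over the alternatives. The scaling did not make the signal, since library size alone gave 3.73. *Cd44* in No364 (61.8 CPM) was below every *Cd44*+/+ tumor and above No203 (19.2) and No279 (15.7). Transcripts of other tissue would change this level, so a mislabelled sample is not excluded by it. Liver tissue, or liver cells in or around a tumor that grew in the liver, is a candidate source of these transcripts, and the data cannot tell these apart. An effect of *Cd44* that raised hepatocyte genes to the level of No364 would have to act in 1 of 3 tumors. The smaller difference of 0.48 without No364 does not rest on that tumor, but the scores overlapped, with No279 (1.56) below No244 (1.99). The Kupffer cell set, with 3 genes tested, was also higher without No364, by 1.60 (adjusted p = 0.037 by limma camera). Both p-values without No364 assume an inter-gene correlation of 0.01 and were not computed with an estimated one. The source of these smaller differences was not tested, and the pattern is not called biological here.

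Y-linked genes were counted in the *Cd44*−/− tumors No279 and No364, a signal that the paper does not report. *Ddx3y* was at 18.9 and 22.5 CPM in No279 and No364, *Eif2s3y* at 15.9 and 29.9, *Uty* at 5.51 and 8.69, and *Kdm5d* at 3.70 and 8.48. In the *Cd44*−/− tumor No203 these genes had 0 counts. In the *Cd44*+/+ tumors they had 0 counts apart from 1 of *Ddx3y* in No368 and 39 of *Eif2s3y* in No244. *Xist*, which is transcribed from the inactive X chromosome of females, was from 858.9 to 1241.5 in the 4 tumors without a set of Y-linked counts. Its highest level in No279 and No364 was 0.116% of the lowest level in those 4 tumors. The pattern is consistent with male mice for No279 and No364 and female mice for the others. Sex and genotype then overlap in part, since every *Cd44*+/+ tumor is on the female side. A comparison of genotypes within the female side would leave 1 *Cd44*−/− tumor, so it was not made.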

How the results depend on the processing

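The number of differentially expressed genes stayed at 0 with the size factors of DESeq2, library size alone, either low-count filter, limma-voom, the hepatocyte score as a covariate, each of the 6 fits that left out one tumor, and No316 and No368 summed as 1 sample. At an unadjusted p under 0.05, the count moved from 1810 to 1810, 1197, 2543, 1535, 1540 and 1487 under the first 6 of these, and to between 763 and 3085 without one tumor. The constant 0 says little about stability, since edgeR called 0 genes in all 10 splits of the tumors. On simulated counts at the common dispersion of these tumors, edgeR and limma-voom each recovered 0 of 200 genes at a fold change of 4. Of the 1810 genes, 59.9% were higher in *Cd44*−/− tumors. The share was 68.3% with library size alone, and lower genes were the majority with limma-voom (38.4% higher), without No316 (43.9%), without No368 (43.2%) and with these libraries summed (42.6%).

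DESeq2 with its defaults called 419 genes, 218 higher and 201 lower in *Cd44*−/− tumors, of which 329 were Table S1 genes with the listed direction and 7 were genes of Figure 5C. The other DESeq2 settings were tried after edgeR had called no gene. Independent filtering at 0.05 and the use of all genes gave the numbers of the defaults. A prior on fold changes gave 429 (223 higher, 206 lower, 337 of Table S1, 7 of Figure 5C), on all genes as well. Without the Cook's distance filter there were 1195 (908, 287, 740 and 14 in the same order), on all genes 1196 (908, 288, 741 and 14), with the prior 1110 (825, 285, 702 and 14), and with both 1110 (826, 284, 703 and 14). With No316 and No368 summed there were 146 (93, 53, 75 and 2). The part played by this pair and by No364 is given under the other observations.

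The hepatocyte set kept its direction in every alternative run. With the inter-gene correlation estimated from the data, its log2 difference of 3.71 no longer passed the threshold (adjusted p = 0.568 by limma camera, where the alternatives ranged from 4.8e-10 to 0.568). That run differed from the main one in this correlation alone, and none of the 9 sets passed the threshold in it. The fixed value of 0.01 treats the genes of a set as nearly independent. The smaller p-values of all sets rest on that setting. The p53 target set was lower in *Cd44*−/− tumors throughout, at -0.25 (adjusted p = 0.106). It passed the threshold at -0.46 with the hepatocyte score as a covariate (adjusted p = 0.016 by limma camera, where the alternatives ranged from 0.016 to 0.568) and at -0.43 without No364. It ranged from -0.43 to -0.11 when one tumor was left out. Its score was highest in No364 (4.61), so that leaving out this tumor lowers the *Cd44*−/− mean.

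The share of variance between genotypes was 24.6%, between 21.5% and 25.8% under other transformations and gene filters, and from 23.2% to 39.7% across the 6 fits that each left out one tumor. The adjusted Rand index was 0 under the other transformations, gene subsets and linkage, Table S1 genes included. It ranged from -0.15 to 0.23 with one tumor left out and was -0.15 with No316 and No368 summed. In each of these settings the split parted a single tumor from the rest. The index therefore does not show how the other tumors group by genotype.

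For 12 named genes, 273 values were recomputed. The direction changed in 1, *Abcb1b*, at -0.27 without No279 (from -0.27 to 1.36 without one tumor). A gene newly passed the threshold in 40 values, all from DESeq2. *Perp*, *Erbb3* and *Krt18* had too few counts for the filter of at least 10 in every tumor: *Perp* had 4 to 15 counts per *Cd44*+/+ tumor, which limits how far its fold change can be measured. The search for TRE and CIRE motifs in promoters was not run.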

Differences from the paper's values

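The paper reports 1592 differentially expressed genes, and edgeR's quasi-likelihood test gave 0. Table S1 of the paper lists 1090 higher and 502 lower genes, against 0 and 0. None of the alternatives set before the data were examined came within 1.5 times of these numbers. The closest of them, DESeq2 with its defaults, gave 419 genes, 218 higher and 201 lower. 

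After these values were seen, 9 further DESeq2 settings were tried with all tumors, and DESeq2 was run without each tumor in turn with and without the Cook's distance filter. With so many settings tried, one that comes near the paper's number shows only that the number depends on the setting. With all tumors, the settings chosen after seeing the values that came within 1.5 times of the paper's total and of its higher genes were those without the Cook's distance filter. They gave 1195 genes (908 higher), 1196 on all genes (908 higher), 1110 with a prior on fold changes (825 higher) and 1110 with both (826 higher). Their lower genes, between 284 and 288, were not within that range of 502. Among the fits without one tumor, also chosen after seeing the values, the one without the Cook's distance filter and without No244 gave 1599 genes, 1160 higher and 439 lower, within that range for all 3 numbers. Without No279 there were 1198 genes (923 higher, 275 lower), and 1196 (923 higher, 273 lower) with the filter, within it for the total and the higher genes. Without No203 the higher genes, 1461, and 1471 with the filter, were within it, at totals of 2421 and 2394. Without No244 and with the filter, the 350 lower genes were within it, at a total of 940.

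Principal component 1 held 55.8% of the variance, where the paper's plot gives about 26% in Fig. 5A, read by eye. Component 4 held 8.19%, where the plot gives about 17% in Fig. 5A, read by eye. None of the alternatives set before the data were examined closed either gap. With genes scaled to unit variance, chosen after seeing the values, the shares were 33.0% and 15.4%.

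The adjusted p-values of the paper are 0.0103 for *Cd44*, 0.000205 for *Perp*, 1.61e-06 for *Appl2*, 0.0123 for *Ppp2r5b*, 0.0163 for *Lef1* and 0.000286 for *Erbb3*, and edgeR gave 0.452 for each of these genes over all genes tested. Adjusted over the tested genes of Figure 5C alone, edgeR gave 0.0359 for *Cd44*, 0.0366 for *Perp*, 0.0173 for *Appl2*, 0.0366 for *Ppp2r5b*, 0.0359 for *Lef1* and 0.0366 for *Erbb3*. With No316 and No368 summed, chosen after seeing the values, edgeR called 0 genes of Figure 5C in this way. Of the alternatives set before the data were examined, DESeq2 with its defaults passed the paper's threshold for *Cd44* (0.0145), *Appl2* (7.9e-05) and *Lef1* (0.0360), not for *Ppp2r5b* (0.246), and gave *Perp* and *Erbb3* no adjusted p-value. Of the DESeq2 settings chosen after seeing the values, those that kept the Cook's distance filter and all tumors as separate samples passed it for the same 3 genes. Those without the Cook's distance filter also passed it for *Perp* (0.00297 with no other change) and *Erbb3* (0.00547). With No316 and No368 summed, also chosen after seeing the values, DESeq2 passed it for *Appl2* (0.04996) alone of these genes. Without the Cook's distance filter and with one tumor left out, also chosen after seeing the values, DESeq2 passed it in 6 of 6 fits for *Appl2*, 5 for *Perp*, 4 for *Cd44*, 3 for *Lef1*, 3 for *Erbb3* and 1 for *Ppp2r5b* (0.0496 without No244). With the filter these were 5, 2, 4, 3, 2 and 0 in the same order of genes.

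The paper describes a clear separation of the genotypes in its plot of components 1 and 4 and in its clustering. Here the genotypes were in order on component 1, with No203 at 45.8 and No244 at 51.4 on either side of the border, and overlapped on component 4, and the split into 2 clusters parted No364 from the other tumors. With genes scaled to unit variance the genotypes were again in order on component 1 (No203 at 36.6, No368 at 40.0) and overlapped on component 4.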

Other observations

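The tests on the number of genes called by edgeR, on liver tissue and p53 behind *Perp*, on liver and library size behind the number of genes, and on the region around *Cd44* were set before the data were examined. The tests on the pair No316 and No368, on genes called by DESeq2, on Table S1 genes, on *Perp* in a single tumor and on muscle were chosen only after the result was seen.

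The counts of No316 and No368 rise and fall together as for repeated libraries of one RNA. Only 13.7% of genes lay outside the 95% binomial range, and the median squared deviation was 1.42 times the sampling noise, against 52.4 to 122.8 times for the other 14 pairs. Pseudogenes were outside the range more often than protein-coding genes (44.8% and 10.2%, odds ratio 7.12, Fisher's exact test, p = 1.5e-223). Genes are not independent, so this p-value describes the pair of libraries. A candidate explanation is that both columns hold 1 tumor, with reads that match a gene and its pseudogene placed differently in each. Neither test tells a repeated library from 2 pieces of 1 tumor or a mislabelled tube.

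If 1 tumor is in both columns, a test that takes them as 2 mice sees too little spread among *Cd44*+/+ tumors. Of the 419 genes called by DESeq2 with all 6 libraries, 92 (22.0%) were still called with No316 and No368 summed, which also leaves 1 sample fewer. Leaving out one of the pair gave 122 and 137 genes, while leaving out No244 in its place gave 940, No203 2394, No279 1196 and No364 432. The Cook's distance filter hardly changed the number in fits without a *Cd44*−/− tumor, so these default numbers are not filtered alike. Without that filter, 1195 genes were called with all tumors, 585 without No316 and 599 without No368. In the same setting there were 1599 without No244, 2421 without No203, 1198 without No279 and 431 without No364. The loss was thus not shared by every fit on 5 libraries, but it was not confined to the pair. Among the 10 splits of the 6 tumors into 3 and 3, 2 gave at least as many genes with DESeq2, the real split included. The other was No244, No203 and No364 against No316, No368 and No279, with 798 genes. The 4 splits that kept the pair together gave from 283 to 798 genes, and the other splits from 1 to 148. A split of this size cannot reach a share under 0.1, and the number of genes called cannot be told apart from an accident of grouping. With edgeR, 10 of the 10 splits gave as many genes as the real one, since all gave 0. At an unadjusted p under 0.05, edgeR gave from 386 to 2480 genes over the splits and 1810 for the real one, which 2 of the splits reached.

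Liver tissue may lie behind many genes listed as higher in *Cd44*−/− tumors. Of the Table S1 genes listed as higher, 73.9% had their highest level in No364, against 42.1% of the tested genes with a log2 fold change above 0, and 39.6% of those that are not listed as higher. A list of genes with large differences favours a tumor with outlying levels, so part of this contrast may come from the selection. Of the 908 higher genes that DESeq2 called without the Cook's distance filter, 17.1% were still called without No364, against 89.9% without No203 and 77.0% without No279. For the *Cd44*+/+ tumors the shares were 78.2% without No244, 50.7% without No316 and 51.5% without No368. The loss was largest without No364, but leaving out a tumor with a low hepatocyte score also lost calls. With edgeR the same question could not be asked, because 0 higher genes were called. The library sizes of the *Cd44*−/− tumors all lay above those of the *Cd44*+/+ tumors, so that size and genotype cannot be told apart, though the largest was 1.49 times the smallest. Y-linked counts in 2 of the *Cd44*−/− tumors and in none of the *Cd44*+/+ tumors as a set leave sex as a further difference that was not separated from genotype.

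*Perp* was higher in *Cd44*−/− tumors by 6.08 on the log2 scale, most of which may come from the material in No364. Without this tumor the log2 fold change was 1.99. As edgeR did not call *Perp* with all tumors, no call could be lost. The lowest other *Cd44*−/− tumor still had 1.51 times the highest *Cd44*+/+ level, at 48 counts and 15 counts. By the rule set for this test, that order speaks against a difference in No364 alone, but the step is small against the spread between tumors. With DESeq2 without the Cook's distance filter, which called *Perp* with all tumors (adjusted p = 0.00297), the call was lost without No364 (0.449) and kept without any one of the other tumors. A difference beyond No364 therefore remains uncertain. The 30 p53 targets tested as a set, without genes of Figure 5C, were not higher in *Cd44*−/− tumors (log2 difference -0.25, adjusted p = 0.106 by limma camera, 0.016 to 0.568 over the alternatives, lower in each of them). The score of this set was 4.44, 4.52 and 4.49 in the *Cd44*+/+ tumors No244, No316 and No368, and 4.14, 3.95 and 4.61 in the *Cd44*−/− tumors No203, No279 and No364. It was thus highest in No364, the tumor with most *Perp* counts, and below every *Cd44*+/+ tumor in the other *Cd44*−/− tumors. This says nothing of cells under doxorubicin.

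No gene within 20 Mb of *Cd44* was called by edgeR (0 genes), as none was elsewhere, so alleles carried along with the targeted locus could not be tested on called genes. At an unadjusted p under 0.05 there were 26 genes in this region (9.32% of those tested there) and 1750 of 16309 (10.7%) elsewhere (Fisher's exact test, two-sided, p = 0.495).

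The *Cd44*+/+ tumor No244 had 55.2% mitochondrial counts and a skeletal muscle score of 11.0 log2 CPM, against 0.18 to 6.13 in the other tumors. Of the 10 skeletal muscle markers, 100% were highest in No244. This test was chosen after the score was seen and largely restates it, so skeletal muscle tissue in the sampled material is only a candidate source. Osteoblast scores were 9.12, 9.32 and 9.32 in the *Cd44*+/+ tumors and 9.51 in No203, but 4.68 in No279 and 3.32 in No364. As sets, the osteoblast markers were lower in *Cd44*−/− tumors (log2 difference -3.42, adjusted p = 9.0e-06 by limma camera, 2.2e-13 to 0.568 over the alternatives), and so were the skeletal muscle markers (-3.53, adjusted p = 0.0011, 5.1e-06 to 0.568 over the alternatives). The direction was kept in all alternatives. Without No244 the muscle difference was -1.32 and no longer passed the threshold (adjusted p = 0.147 by limma camera). Without No364 the osteoblast difference was -1.83 and still passed it (adjusted p = 0.029 by limma camera). Both differences were largest without No203, at -5.11 for muscle and -5.28 for osteoblast markers. No explanation of the osteoblast scores was tested.

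For genes that the paper measured in cells, the untreated tumors gave the following values. *Abcb1b*, which the paper found reduced in cells without *Cd44* (Figure 4A), was at 13.9 ± 15.0 (SD, n = 2) CPM in *Cd44*+/+ and 32.9 ± 32.9 (SD, n = 3) in *Cd44*−/− tumors, with a log2 fold change of 0.91 (standard error 1.02, adjusted p = 0.739 from edgeR). It was at 69.7 in No279, 23.1 in No364 and 5.99 in No203. *Abcb1a* had a log2 fold change of 1.00 (standard error 0.97, adjusted p = 0.698 from edgeR). These genes are paralogs whose shared reads the counting could have split, and each is overlapped by 2 annotated genes. *Mybbp1a* was at 58.2 ± 5.04 (SD, n = 2) in *Cd44*+/+ and 94.8 ± 6.11 (SD, n = 3) in *Cd44*−/− tumors, higher in every *Cd44*−/− tumor, with a log2 fold change of 0.68 (standard error 0.29, adjusted p = 0.462 from edgeR). *Trp53* overlapped between genotypes, with a log2 fold change of 0.53 (standard error 0.52, adjusted p = 0.703 from edgeR).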
